A study of Mus musculus with 2 samples. Its data were reported in "A transcription regulator atlas identifies TOX3 as an Atoh1 coactivator in cerebellar development and tumorigenesis" (2026).

How the data were processed

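Single-nucleus RNA-seq was performed on the cerebellum of mice at postnatal day 1. There were 2 libraries, 1 from littermates without Cre (control) and 1 from Nestin-Cre;Tox3f/f conditional knockout (cKO) mice, and each was made from 12 pooled cerebella. Nestin-Cre drives recombination in neural precursors and their progeny, and Tox3f/f marks a Tox3 allele flanked by loxP sites. Nuclei were isolated from frozen tissue and captured in droplets with a 10x Genomics kit that counts transcripts from their polyadenylated end.

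Per the file headers and the study's methods, the authors aligned and counted the reads with Cell Ranger 7.0.1 on the mouse reference that 10x Genomics supplies for the GRCm38 assembly. The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and nucleus, in whole numbers and without normalisation. Each deposited matrix held 32285 genes. The barcodes numbered 4857 and 6946, as many as the study's methods list before filtering, so the filters were applied here. This version of Cell Ranger counts intronic reads unless told otherwise, and the methods do not state which was done. The correction for free RNA named in the study's methods (SoupX) needs droplets that were not used here, so the UMIs are uncorrected.

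The filters on single nuclei followed the study. The study also took out 1 cluster of doublets and nuclei of low quality after clustering. Here no cluster was taken out, so low-depth droplets count in the shares of all nuclei and in the whole-library values. Nuclei with over 25% mitochondrial UMIs were removed, which took 1 control nucleus and 5 of the library labelled cKO. Doublets were scored per library with Scrublet in scanpy 1.11.5, and the top 0.8% per 1000 barcodes was removed, which took 189 control nuclei (3.89%) and 386 of the library labelled cKO (5.56%). The study gives no doublet threshold, and the automatic threshold of Scrublet marked 350 nuclei (5.04%) of the library labelled cKO but only 1 (0.0206%) of control. It did not work on the control library and served as an alternative only. No minimum of genes per nucleus was set. This left 4667 control nuclei and 6555 nuclei of the library labelled cKO.

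Classes were rebuilt with Seurat 5.3.0 in R 4.3.3. Genes seen in at least 10 nuclei were log-normalised, 3000 variable features were chosen per library, the libraries were integrated by canonical correlation over 30 dimensions, and nuclei were clustered on 20 dimensions at resolution 0.8. The 22 genes named in advance were kept out of the clustering features, so that they did not define the classes they were compared in. A cluster was named after a class, with the ending "-like", from marker lists fixed before the data were examined. The scoring rule was set after the clusters had been seen and was adjusted once, after cluster 19 had received a name that its leading genes went against. It asked for at least 3 markers detected in 10% of nuclei and at least 2-fold over the median of the other clusters, with a mean log2 fold of at least 1 over the list and a pseudocount of 5 CPM (UMIs of a gene per 1000000 UMIs). A cluster stayed unnamed where its first 5 leading genes held markers of another class with enough markers, where another class had more markers among its 10 leading genes, or where its median UMI count, multiplied by 3, was under that of its own library with no own marker among those 10. These rules kept 21.8% of control nuclei and 10.7% of nuclei of the library labelled cKO unnamed for low depth, and 1.86% and 2.82% for their leading genes. The names are rebuilt, so a difference from the study may come from them.

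With 1 library per group there was no replicate check and no test between groups. Nuclei are not replicates, and no p-value was computed from them. Each comparison gives both values with an exact 95% counting interval: Clopper-Pearson for a share of nuclei, Poisson for a UMI sum and a conditional binomial interval for a ratio. These intervals cover counting error only, and not the spread between animals, dissections or libraries. A fold against a count of 0 was computed against 3 counts and given as a lower bound, and the share that a count of 0 allows was taken as 3 counts of the total. The fold leaves out the counting error of the other library, and 3 counts lie below the upper limit of the exact interval of a count of 0, so the exact limit is given beside them. For gene lists, the median log2 CPM ratio over the genes with at least 20 UMIs over both libraries was set against 10000 random lists of the same size matched on mean expression, which describes these libraries only. The interval of such a median came from 1000 Poisson resamples. To compare shares of nuclei with a UMI, each nucleus was thinned at random to 1000 UMIs and shallower nuclei were left out. As 1 random thinning is itself noisy, the mean over all possible thinnings was added for Mki67 after the data had been seen. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

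Genes named in the report are the 22 genes fixed before the data were examined and, for the whole library, GNP-like nuclei and GN-like nuclei, the 5 highest and 5 lowest genes in the library labelled cKO. The latter had at least 50 CPM in 1 of the libraries and 20 UMIs over both, mitochondrial genes left out, and were ranked by the bound of the interval of the CPM ratio that lies nearest 1. A gene and a class that met these rules, and a test that needs that class, are not reported here. The cell cycle lists were the 43 S and 54 G2/M genes distributed with Seurat, in mouse spelling. Gene positions are those of GENCODE release M21 on GRCm38, the assembly the authors used, although their counts rest on a later release of the annotation. The alternatives covered doublets, the minimum of genes, the mitochondrial limit, clustering resolution, integration, features, scaling, thinning depth and the sex of nuclei, read from Xist and Y-linked UMIs. Clustering with 3 other random seeds was added after the data had been seen, because small numerical differences had changed the granule lineage subclusters.

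The ratio intervals and the list medians were tested on simulated data before use. Poisson counts for the real genes were drawn with 200 changed genes at known folds. The ratio interval is exact for such counts, so its coverage checks the computation and not the spread between nuclei. For the whole-library comparison the interval held the true fold in 95.0% of 4084 genes, and for a comparison with the smaller depth of GNP-like nuclei it did so in 96.1% of 4084 genes. Of 100 random lists of unchanged genes, 6 and 9 fell outside the central 95% of matched lists.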

Results

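Transcripts were counted in single nuclei of the cerebellum at postnatal day 1, to see how the cell types of the neonatal cerebellum differ when Tox3 is deleted in the neural lineage. The control library held 4857 nuclei and 22325208 UMIs, with a median of 4072 UMIs and 2143 genes per nucleus. The library labelled conditional knockout (cKO) held 6946 nuclei and 33726533 UMIs, with a median of 4161.5 UMIs and 2153 genes. Nuclei with fewer than 1000 genes made up 21.4% of control and 10.5% of the library labelled cKO. Each group was 1 library of 12 pooled cerebella, so no difference has a replicate check. Every interval is an exact 95% interval, or for gene lists a resampling interval, and covers counting error only.

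The targeted gene was examined first, since it could check the labels. Tox3 (ENSMUSG00000043668, chromosome 8, 90247040 to 90348343, minus strand, GRCm38) encodes a nuclear protein with a high mobility group box. Tox3 UMIs were not lower in the library labelled cKO. It had 3571 Tox3 UMIs over all kept nuclei, or 118 CPM (115 to 122), and control had 2127, or 104 CPM (99.4 to 108). The ratio was 1.14 (1.08 to 1.20). Counts per gene do not show which part of a transcript was read, so they do not tell whether the deleted segment was transcribed. Tox3 UMIs therefore did not check the genotype of this library. Under the alternatives the ratio lay between 1.10 and 1.16, the lowest in nuclei with a Y-linked UMI and no Xist UMI and the highest with median-of-ratios scaling.

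Atoh1 (ENSMUSG00000073043, chromosome 6, 64729125 to 64731245, plus strand) was counted next. It encodes the basic helix-loop-helix factor that the study places downstream of Tox3. Control had 42 Atoh1 UMIs, or 2.05 CPM (1.48 to 2.77). The library labelled cKO had 3, or 0.0994 CPM (0.0205 to 0.291), a ratio of 0.0485 (0.00962 to 0.152). Over the alternatives the ratio ran from 0 in nuclei with a Y-linked UMI and no Xist UMI, where control had 1.75 CPM, to 0.0914 in nuclei with an Xist UMI and 0.104 with each nucleus thinned to 1000 UMIs. In GNP-like nuclei, the class of granule neuron progenitors, control had 16 UMIs in 515 nuclei and the library labelled cKO had 0 in 116 nuclei. The interval of the ratio reached 1.23, so a difference within that class was not detectable at this depth. In the granule lineage, which joins GNP-like and GN-like nuclei, there were 26 UMIs in control and 0 in the library labelled cKO, which was at least 7.89-fold lower against 3 counts, and the exact interval of the ratio reached 0.167. Without thinning, 3.11% of control GNP-like nuclei had an Atoh1 UMI, at a median depth of 3716 UMIs, and 0 of 116 in the library labelled cKO. The latter allows a share of up to 2.59% by 3 counts, but its exact upper limit of 3.13% does not lie below the control share. In control microglia-like nuclei, which should lack the gene, 1.89% (1 of 53 nuclei) did, at 2923 UMIs, which are too few nuclei to set a background. Over the other control classes outside the granule lineage with at least 20 nuclei, examined after the values were seen, the share ran from 0, as in 349 GABAergic interneuron-like nuclei at 5594 UMIs, to 2.63% (0.320 to 9.18%) in 76 oligodendrocyte lineage-like nuclei at 4336.5 UMIs. By level, control GNP-like nuclei had 7.79 CPM (4.45 to 12.6) and oligodendrocyte lineage-like nuclei 5.67 CPM on 2 UMIs. After thinning to 1000 UMIs, 1 of 515 control GNP-like nuclei and 0 of 52 control microglia-like nuclei had one, and the latter allows a share of up to 5.77% by 3 counts and 6.85% by the exact interval. The share of GNP-like nuclei with Atoh1 could therefore not be told from that of every other class, and the statement on the loss of Atoh1 rests on the UMI sums of the whole library and the granule lineage.

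Classes were then compared. Clustering gave 24 clusters, of which 20 received the name of 1 of 12 classes. Granule neuron progenitors (GNPs) are dividing cells of the external germinal layer, and granule neurons, the class of GN-like nuclei, are their progeny. There were 2 GNP-like clusters. Cluster 14 was led by mitotic genes such as Top2a and Kif11, and cluster 18 was led by genes that include Fgfr4, Gli2 and Sfrp1. Clusters 1 and 4 stayed unnamed for low depth, at medians of 619 and 576 UMIs. Cluster 19 had more leading genes of another class than of its best-matching one, and cluster 21 had leading genes of more than one class, so both stayed unnamed too. The low-depth clusters held 21.8% of control nuclei and 10.7% of nuclei of the library labelled cKO, and the other unnamed clusters held 1.86% and 2.82%.

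The first comparison asks whether the pool of GNPs differs. GNP-like nuclei made up 11.0% of control nuclei (515 of 4667, 10.1 to 12.0%) and 1.77% of nuclei of the library labelled cKO (116 of 6555, 1.46 to 2.12%), which was 6.24-fold lower (5.09 to 7.69). At resolution 0.4, the setting that moved the ratio most upward, the nuclei of cluster 18 fell into a GN-like cluster, only the mitotic cluster was named GNP-like, and the shares were 5.79% and 1.16%. Within the granule lineage, GNP-like nuclei made up 25.3% in control (515 of 2034, 23.4 to 27.3%) and 5.76% in the library labelled cKO (116 of 2014, 4.78 to 6.87%), which was 4.40-fold lower (3.59 to 5.42). Both clusters had a lower share of all nuclei in the library labelled cKO, with 5.79% (270 nuclei) and 1.16% (76) for cluster 14 and 5.25% (245) and 0.610% (40) for cluster 18. GN-like nuclei made up 32.5% of control (1519 nuclei, 31.2 to 33.9%) and 29.0% of the library labelled cKO (1898 nuclei, 27.9 to 30.1%), a ratio of 0.890 (0.831 to 0.952).

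**Figure D1:**
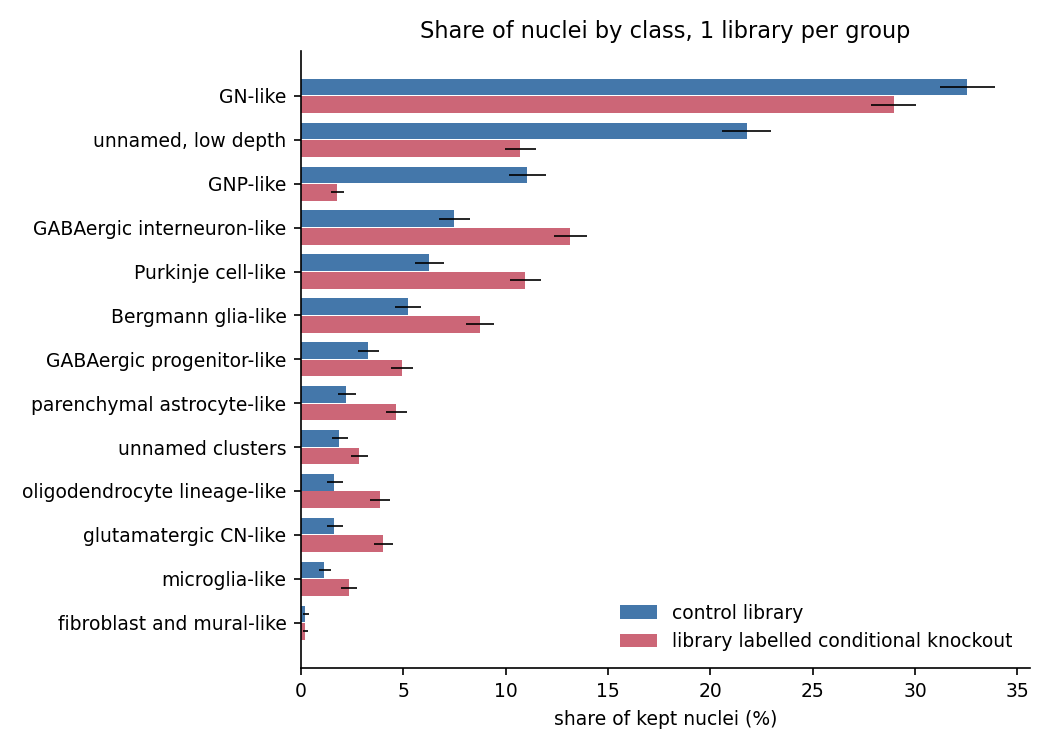
Bars give the share of kept nuclei (%, horizontal axis) by class in the control library and in the library labelled conditional knockout, and black lines are exact 95% counting intervals. GNP-like nuclei fell from 11.0% to 1.77%, while most classes outside the granule lineage had a higher share in the library labelled cKO.

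A lower share in one class raises the others, so the other classes were also compared over nuclei that are not GNP-like. Over that denominator GN-like nuclei made up 36.6% of control and 29.5% of the library labelled cKO, a ratio of 0.806 (0.753 to 0.863). The ratios of the other classes reported here, except fibroblast and mural-like nuclei, lay above 1 beyond counting error. They ran from 1.36 (1.12 to 1.66) for GABAergic progenitor-like nuclei to 2.23 (1.72 to 2.92) for glutamatergic CN-like nuclei, where CN stands for cerebellar nuclei, with 1.59 (1.38 to 1.82) for Purkinje cell-like nuclei. Fibroblast and mural-like nuclei numbered 9 and 13, too few to show a difference. Nuclei that are not GNP-like still include GN-like nuclei and low-depth droplets. Those droplets made up 24.5% of them in control and 10.9% in the library labelled cKO. Over named nuclei outside the granule lineage, the Purkinje cell-like ratio was 1.03 (0.897 to 1.18). There glutamatergic CN-like nuclei, at 1.45 (1.12 to 1.90), and oligodendrocyte lineage-like nuclei, at 1.39 (1.07 to 1.82), stayed above 1. For the other classes outside the granule lineage reported here the interval held 1.

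Whether the remaining GNPs divided less was addressed with Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361, minus strand), which is transcribed in dividing cells, and with cell cycle lists. After thinning to 1000 UMIs, 20.2% of control GNP-like nuclei (104 of 515, 16.8 to 23.9%) and 31.9% of those of the library labelled cKO (37 of 116, 23.6 to 41.2%) had an Mki67 UMI, a ratio of 1.58 (1.05 to 2.32). This ratio rested on the random thinning drawn. The mean over all possible thinnings, computed after the data had been seen, was 23.7% and 30.1%, a ratio of 1.27, and only 10.1% of 1000 repeated thinnings gave an interval above 1. No GNP-like nucleus was left out by the thinning. Without it the shares were 50.5% and 57.8%, at median depths of 3716 and 3480.5 UMIs, and the interval of their ratio (0.861 to 1.50) held 1. A difference in the share of GNP-like nuclei with Mki67 was therefore not detectable at this depth. At resolution 0.4, where the class was the mitotic cluster alone, the ratio moved most, and the shares were 37.4% and 38.2%. In Purkinje cell-like nuclei, which no longer divide, the thinned shares were 2.40% and 0.418% at median depths of 9282.5 and 7943 UMIs.

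The Mki67 level differed beyond counting error over the class, but a difference was not detectable within either of its clusters. It reached 371 CPM (345 to 398) in control GNP-like nuclei and 498 CPM (434 to 569) in those of the library labelled cKO, a ratio of 1.34 (1.15 to 1.56). Within cluster 14 the ratio was 1.13 (0.962 to 1.32) and within cluster 18 it was 0.930 (0.385 to 1.94), and both intervals held 1. The mitotic cluster 14 made up 52.4% of GNP-like nuclei in control (48.0 to 56.8%) and 65.5% in the library labelled cKO (56.1 to 74.1%).

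Over the whole library both cell cycle lists were lower in the library labelled cKO. The 43 S genes had a median log2 CPM ratio of -0.58 (-0.63 to -0.47), below every one of 10000 matched random lists, and 42 of them were lower. The 54 G2/M genes had a median of -0.71 (-0.78 to -0.65), again below every random list, and all 54 were lower. Thinning each nucleus to 1000 UMIs moved the G2/M median most, to -0.55. Within GNP-like nuclei the S list had a median of -0.03 (-0.13 to 0.11), at percentile 37.6 of the random lists. There the G2/M list had a median of 0.33 (0.28 to 0.49), above every random list, and 7 of 53 genes were lower. The mitotic cluster 14 made up 52.4% and 65.5% of GNP-like nuclei, so the mix of clusters may account for a part of this rise. The list was not compared within each cluster. Within GN-like nuclei the medians were -0.31 for S genes and -0.52 for G2/M genes. Free RNA, which was not corrected for, may make up a part of this. The Mki67 CPM ratio was also low in Purkinje cell-like nuclei, at 0.374 (0.259 to 0.539). It was 0.364 (0.212 to 0.619) in GABAergic interneuron-like nuclei. In glutamatergic CN-like nuclei, on 6 and 17 UMIs, it was 0.980 (0.369 to 3.03).

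The study followed 6 GNP-enriched genes along the granule lineage, namely Sema7a, Barhl1, Ntn1, Btbd11, Rnf220 and Col18a1. All 6 were lower in the library labelled cKO, with a median log2 CPM ratio of -1.70 (-1.88 to -1.56) in the granule lineage and -3.07 (-3.37 to -2.59) in GNP-like nuclei alone, so the difference was not only one of class size. Using the fixed genes in the clustering moved the lineage median most, to -1.96. In GNP-like nuclei Btbd11 (ENSMUSG00000020042, chromosome 10, 85386814 to 85660292, plus strand) had 1063 CPM in control and 99.2 CPM in the library labelled cKO, which was 10.7-fold lower (7.93 to 14.9). Ntn1 (ENSMUSG00000020902, chromosome 11, 68209364 to 68400823, minus strand) had 534 and 80.7 CPM, which was 6.62-fold lower (4.73 to 9.55). Col18a1 was 11.1-fold lower (5.03 to 30.4), on 315 and 6 UMIs. Barhl1 had 273 and 3 UMIs, a ratio of 0.0521 (0.0107 to 0.154). Sema7a was 3.64-fold lower (2.43 to 5.69) and Rnf220 2.47-fold lower (1.70 to 3.72). These genes were not used in the clustering, though Col18a1 and Ntn1 were among the leading genes of cluster 18. Free RNA, which was not corrected for, may make up a part of the fall. In microglia-like nuclei Btbd11 fell from 86.8 to 9.19 CPM, Ntn1 from 57.9 to 0 and Barhl1 from 40.5 to 2.30. Control had only 15, 10 and 7 UMIs of them there. Rnf220 had a ratio of 1.26 (0.483 to 3.85), and Sema7a and Col18a1 had at most 2 UMIs per library. In control GNP-like nuclei Btbd11, Ntn1 and Barhl1 stood higher, at 1063, 534 and 133 CPM.

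**Figure D2:**
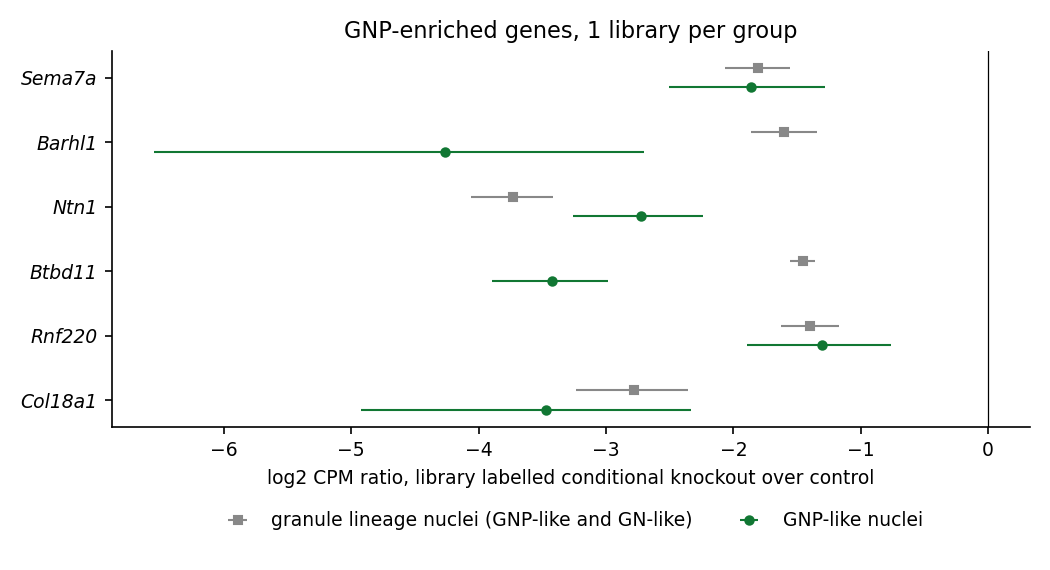
Points give the log2 CPM ratio (horizontal axis, library labelled conditional knockout over control) of the 6 GNP-enriched genes in the granule lineage (squares) and in GNP-like nuclei (circles), with exact 95% counting intervals as lines. Every point lies below 0, and in GNP-like nuclei Barhl1 lies lowest.

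Tox3 was then compared class by class. In control, Tox3 was highest in GABAergic progenitor-like nuclei, at 514 CPM (460 to 572), followed by parenchymal astrocyte-like nuclei at 377 CPM and GNP-like nuclei at 252 CPM (231 to 275). In control microglia-like nuclei, where Nestin-Cre should not act and which serve as background, it was 5.79 CPM on 1 UMI. In GNP-like nuclei of the library labelled cKO Tox3 had 542 CPM (475 to 616), a ratio of 2.15 (1.83 to 2.51), and in GN-like nuclei the ratio was 1.65 (1.40 to 1.93). In the granule lineage as a whole it was 0.973 (0.875 to 1.08). The GNP-like ratio moved most with median-of-ratios scaling, to 2.02. In the other classes the interval held 1. Bergmann glia-like nuclei came nearest to a difference, with a ratio of 1.20 (1.00 to 1.45). The others had ratios from 0.870 (0.680 to 1.12) in GABAergic interneuron-like to 1.07 (0.946 to 1.22) in Purkinje cell-like nuclei. In microglia-like nuclei the 9 UMIs of the library labelled cKO against 1 gave a ratio of 3.57 (0.495 to 157). After thinning, 21.4% of control GNP-like nuclei and 39.7% of those of the library labelled cKO had a Tox3 UMI, and without thinning 53.8% and 81.9%. The thinned shares in microglia-like nuclei, at median depths of 2923 and 2541 UMIs, were 0 of 52 nuclei, which allows up to 5.77% by 3 counts and 6.85% by the exact interval, and 1.97% (3 of 152).

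**Figure D3:**
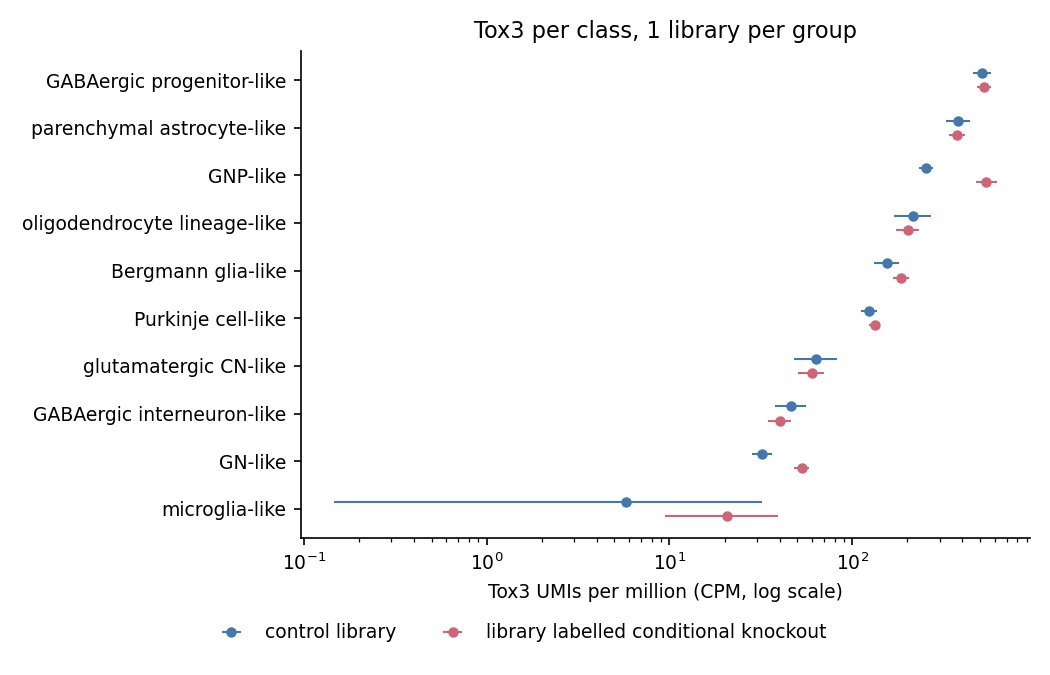
Points give Tox3 UMIs per 1000000 UMIs (CPM, logarithmic horizontal axis) per class in the control library and in the library labelled conditional knockout, with exact 95% Poisson intervals as lines. GNP-like nuclei stand at 252 and 542 CPM, and in every other class but GN-like nuclei the intervals of both libraries overlap.

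The study described a granule neuron population with high Lingo2 as larger in mutants. The granule lineage was clustered again without Lingo2 (ENSMUSG00000045083, chromosome 4, 35706647 to 36951747, minus strand). This gave 9 subclusters, and the subcluster with the highest Lingo2 level, 3179 CPM against 1863 CPM in the next one, was compared. It held 8.36% of the granule lineage in control (170 of 2034, 7.19 to 9.65%) and 13.7% in the library labelled cKO (275 of 2014, 12.2 to 15.2%), a ratio of 1.63 (1.34 to 1.99). The ratio moved most when the libraries were merged without integration, to 2.09. Which nuclei formed this subcluster depended on the random seed of the clustering. With 3 other seeds, tried after the data had been seen, its share ran from 5.90% to 8.46% in control and from 9.38% to 13.8% in the library labelled cKO, and the ratio from 1.54 to 1.63. The granule lineage holds GNP-like nuclei too, which fell from 25.3% to 5.76% of it. That fall alone raises the shares of nuclei that are not GNP-like. The share of this subcluster over GN-like nuclei was not computed. The ratio of 1.63 therefore does not by itself show a larger population. In GN-like nuclei Lingo2 had 1084 CPM in control and 1861 CPM in the library labelled cKO, a ratio of 1.72 (1.67 to 1.76).

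Among the other genes fixed in advance, Fgf8 had 39 UMIs in control and 0 in the library labelled cKO over the whole library, which was at least 19.1-fold lower against 3 counts, with an interval of the ratio up to 0.0674. Pgf was 5.89-fold lower (3.83 to 9.34), Cyp11a1 2.79-fold lower (1.75 to 4.54), Kctd8 2.13-fold lower (2.06 to 2.20) and Slc1a5 1.77-fold lower (1.38 to 2.26). Tcf20 had a ratio of 0.903 (0.863 to 0.944). Fewer GNP-like nuclei alone may lower such whole-library values. Within GNP-like nuclei Kctd8 was 5.90-fold lower (4.86 to 7.23), Pgf 4.12-fold (1.54 to 15.5) and Slc1a5 3.54-fold (1.32 to 13.4). There Tcf20 had a ratio of 0.693 (0.544 to 0.874). Fgf8 had 31 and 0 UMIs and Cyp11a1 34 and 0, with intervals of the ratio up to 0.599 and 0.543. Free RNA, which was not corrected for, may make up a part of this. Over the whole library Ccnb1, Ccnb2, Cdca8, Cdk1 and Pcna had ratios between 0.522 and 0.663, each below 1 beyond counting error, and Ccna1 had 12 and 10 UMIs, too few to show a difference. In GNP-like nuclei Ccnb1 had a ratio of 2.43 (1.61 to 3.62) and that of Cdk1 also lay above 1 (interval 1.03 to 2.42), while the intervals of Ccnb2, Cdca8 and Pcna held 1. Within the mitotic cluster 14 the Ccnb1 ratio was 2.03 (1.33 to 3.05), while the interval of Cdk1 (0.842 to 2.02) held 1.

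Of the genes chosen by rank, Mrc1, Apoe, Tnr, Gdf10 and Sst stood highest over the whole library, with ratios between 1.90 and 2.26. Hist1h2ap, Ntn1, Gli2, Dcc and Gsg1l stood lowest, with ratios between 0.215 for Hist1h2ap and 0.473 for Dcc, and Gli2 is also a GNP marker. With a minimum of 100 CPM and 50 UMIs, 5 of these 10 genes were named again. Mrc1, Apoe, Tnr and Gdf10 are leading genes of a microglia-like, parenchymal astrocyte-like, oligodendrocyte lineage-like and Bergmann glia-like cluster, in that order. The shares of these classes over all nuclei had ratios from 1.68 to 2.36, so the mix of classes may account for the rank of these genes. In GNP-like nuclei Gm38505, Glyctk, Frem1 and Sox2ot stood among the highest. Frem1 rose from 7.79 to 152 CPM, a ratio of 19.5 (11.2 to 36.2). Btbd11, Kcnh5, Dach2, Sdk2 and Fbln2 stood lowest there, and Kcnh5, with 137 and 0 UMIs, was at least 9.64-fold lower against 3 counts, with an interval of the ratio up to 0.129. In GN-like nuclei D030068K23Rik, Slc4a4, Fgf10, Grm4 and Gm42912 stood highest, with ratios between 2.20 and 3.26. Ntf3, Kctd16, Gm12116, Dcc and Gm12027 stood lowest there, with Ntf3 at 83.5 and 19.1 CPM, a ratio of 0.229 (0.191 to 0.274).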

Values the study reported

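The study reported 11,164 nuclei over both samples, with a median of 2,095 genes per nucleus, and 13 clusters. It gave GNPs as 11.2% of nuclei in control and 1.8% in mutant cerebella. Within GNP and GN clusters, of 2,050 control and 2,035 mutant nuclei, it gave the share of GNPs as 25.3% in control and 5.7% in mutants.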

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

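All tests in this part were chosen only after the results had been seen. Low-depth droplets formed one cluster in each library. They were not compared as a class, but they count in the shares of all nuclei and in the whole-library values. Cluster 4 held 9.99% of nuclei of the library labelled cKO (9.28 to 10.7%) and 0.836% of control, and cluster 1 held 20.9% of control and 0.717% of the library labelled cKO. Each cluster was mostly of 1 library, so it may mark that library and not a cell type. Droplets with free RNA and no intact nucleus would carry a mix of all classes and little nuclear RNA. In each library at least 11 of 12 classes had a marker CPM sum in these droplets within 3-fold of that in named nuclei. Malat1, a nuclear RNA, stood at 0.470 of the level in named nuclei in control and 0.551 in the library labelled cKO, while ribosomal protein genes stood at 6.39 and 5.98 times that level. The values are consistent with free RNA as a candidate source. Intact nuclei read to a lower depth would keep their Malat1 CPM, and the ratio of 0.551, the higher of the 2 libraries, argues against them. Nuclei of 1 named neural progenitor class would carry its markers at the level of that class. For GNP-like, GABAergic progenitor-like and Bergmann glia-like nuclei the droplets reached at most 0.386 (0.355 to 0.420) of that level in either library, which argues against each of these classes as the only source. Why the control library held more such droplets was not tested, and no biological explanation was tested.

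Cluster 21, led by Tfap2d, Zfhx3 and Lhx9, stayed unnamed and was not compared as a class, though its nuclei count in the shares of all nuclei and in the whole-library values. It held 1.30% of nuclei of the library labelled cKO (85 of 6555) and 0.707% of control (33 of 4667). The lower limit of the former share, 1.04%, lies above the upper limit of the latter, 0.992%. Fewer granule lineage nuclei in the denominator may account for this. Per nucleus of the named classes outside GNP-like and GN-like nuclei, the ratio was 1.08 (0.714 to 1.66). A difference in the genotype stays among the open explanations and was not tested apart from this.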

How the results depend on the processing

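The alternatives were fixed before the data were examined, except the clustering with 3 other random seeds and the mean over all random thinnings, which were chosen after seeing the data. The results that answer a comparison number 14 and had 135 values under the alternatives. Of these, 116 stayed within the counting interval of the reported value, 19 moved outside it and 0 reversed. The other 35 results had 154 values, of which 10 moved and 0 reversed.

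The ratio of GNP-like shares stayed below 1 in every alternative, from 0.127 in nuclei with a Y-linked UMI and no Xist UMI to 0.200 at resolution 0.4, where the non-mitotic GNP nuclei fell into a GN-like cluster. The ratio within the granule lineage also moved at resolution 0.4, to 0.284. The ratio of GN-like shares moved to 0.783 at resolution 0.4, 0.957 at resolution 1.6, 0.805 with at least 1000 genes per nucleus, 0.813 in nuclei with an Xist UMI and 0.820 in nuclei with a Y-linked UMI and no Xist UMI. The same nuclei added to the GN-like class at resolution 0.4, nuclei of the GN-like class fell into unnamed clusters at resolution 1.6, and with the filter on genes per nucleus most low-depth droplets left the denominator. For the nuclei split by sex the cause was not tested.

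The Atoh1 ratio moved to 0 in nuclei with a Y-linked UMI and no Xist UMI, where fewer nuclei were counted. It rose to 0.0914 in nuclei with an Xist UMI and to 0.104 with each nucleus thinned to 1000 UMIs, both within its counting interval. The median log2 ratio of the G2/M genes over the whole library moved to -0.64 with at least 1000 genes per nucleus and to -0.64 in nuclei with an Xist UMI, to -0.81 in nuclei with a Y-linked UMI and no Xist UMI and to -0.55 with each nucleus thinned to 1000 UMIs. In GNP-like nuclei it moved to 0.24 with median-of-ratios scaling. The median of the GNP-enriched genes in the granule lineage moved to -1.94 at resolution 1.6, to -1.96 with the fixed genes used in the clustering and to -1.92 with clustering seed 2, and in each of these a cluster of nuclei otherwise GN-like stayed unnamed. The Mki67 ratio fell to 1.02 at resolution 0.4, and its mean over all random thinnings was 1.27. The Lingo2-high ratio moved to 2.09 with the libraries merged without integration. Apart from those unnamed clusters and the smaller class at resolution 0.4, the cause was not tested.

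The Tox3 ratio over the whole library stayed between 1.10 and 1.16, and the ratio in GNP-like nuclei between 2.02 and 2.23. Whether a cluster received a name near the limits of the naming rule changed with the setting. Of the 10 genes named by rank, the other minimums shared 4 and 5 over the whole library, 9 and 6 in GNP-like nuclei and 3 and 5 in GN-like nuclei. The 116 GNP-like nuclei of the library labelled cKO limit what can be said within that class, and no fall of Atoh1 was detectable there.

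No paired analysis was possible because each group has 1 library and no result comes from a test.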

Other observations

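All tests in this part were chosen only after the result was seen, except those of the mix of the GNP-like clusters. The first pattern is that Tox3 UMIs were not lower in the library labelled cKO. Free Tox3 RNA from cells without deletion would give all classes a like level, but in that library GNP-like nuclei had 26.2 times (13.6 to 58.0) the Tox3 CPM of microglia-like nuclei. UMIs from parts of the transcript that the deletion leaves in place cannot be told apart from intact transcripts, because a count per gene holds no position in the transcript. The ratio of 1.14 leaves this open. The RT-qPCR of the study, which found Tox3 almost wholly deleted in mutant cerebella, was not a measurement on this library. An exchange of the labels would place the loss of Atoh1 in mice without Cre. The study found Atoh1 lower in bulk RNA-seq of mutant cerebella. Here Atoh1 was lower in the library labelled cKO, with a ratio of 0.0485 (0.00962 to 0.152), which argues against an exchange.

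Granule neurons were fewer against the classes outside the granule lineage. Per 100 nuclei of the named classes other than GNP-like and GN-like, there were 99.3 GN-like nuclei in control and 51.9 in the library labelled cKO, a ratio of 0.523 (0.489 to 0.560). The study described the number of granule neurons as comparable between the groups, and the GN-like share of all nuclei here had a ratio of 0.890, so the size of the difference depends on the denominator. Granule neuron nuclei hidden in the low-depth droplets are argued against, since counting every such droplet of the library labelled cKO as GN-like left a ratio of 0.717 (0.672 to 0.764). A lower GNP-like share alone would raise all other classes alike, but over nuclei that are not GNP-like the ratio was 0.806 for GN-like and 1.59 for Purkinje cell-like nuclei. The mix of sexes differed, with an Xist UMI in 47.0% of control nuclei and 63.2% of the library labelled cKO. A Y-linked UMI without Xist was seen in 30.3% and 22.3%. Neither was seen in 22.7% and 14.5%, so these shares do not measure the mix exactly. Within nuclei with an Xist UMI the GN-like ratio was 0.516, and within nuclei with a Y-linked UMI and no Xist UMI it was 0.562, so the mix of sexes is argued against too. Lower recovery of nuclei from the outer cerebellum cannot be told apart from a loss of cells, because the counts hold no measure of recovery, and the ratio of 0.523 stays open between them.

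In GNP-like nuclei Tox3 had a ratio of 2.15. Another mix of the GNP-like clusters is argued against, since the ratio was 2.20 (1.66 to 2.88) in the cluster where it lay nearer to 1. Dividing nuclei of other lineages among them are argued against as the whole cause. GABAergic progenitor markers in GNP-like nuclei of the library labelled cKO stood at 10.9% (8.91 to 13.2%) of their level in GABAergic progenitor-like nuclei. With every class outside the granule lineage at the upper limit of the share that its markers allow, these nuclei would bring 135 CPM of Tox3, against an excess of 290 CPM. A part of the excess may come from them.

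The 6 GNP-enriched genes fell in GNP-like nuclei by more than a mix of clusters gives, with a median log2 ratio of -2.63 in the GNP-like cluster where it lay nearer to 0. Dividing nuclei of other lineages would have to make up 88.1% of the class to give the fall reported for it. The shares that the markers of the classes outside the granule lineage allow add up to at most 61.7%, which argues against such nuclei as the whole cause, and the GNP marker CPM ratio was 0.879 (0.817 to 0.945). The level of these markers in dividing nuclei of those classes was not measured. Some such nuclei stay open, since Bergmann glia markers in GNP-like nuclei had a ratio of 1.53 (1.34 to 1.74) and GABAergic progenitor markers 1.34 (1.07 to 1.66), though oligodendrocyte lineage markers had 0.906 (0.721 to 1.13). Among the genes highest in GNP-like nuclei of the library labelled cKO, Gm38505 and Frem1 are leading genes of an oligodendrocyte lineage-like and a GABAergic progenitor-like cluster. Single markers moved apart, with a ratio of 0.981 for Gli2, 1.12 for Pax6, 0.369 for Boc and 3.33 for Cntn2, a GN marker, while the GN marker sum had a ratio of 1.42 (1.37 to 1.48), no larger than that of Bergmann glia markers. One hypothesis is that the remaining GNP-like nuclei may stand closer to granule neurons than those of control. It was found on the same data, and no test here separates it from a part of other nuclei in the class or from other changes in the state of these nuclei.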
